A study of Homo sapiens with 31 samples. Its data were reported in "Anoikis resistance and metastasis of ovarian cancer can be overcome by CDK8/19 mediator kinase inhibition" (2026).

How the data were processed

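RNA-seq libraries of OV90 cells were analysed from the table of read counts per gene that the submitters deposited, with 1 column for each of the 31 libraries and no normalization. According to the processing notes, reads were checked with FastQC, trimmed with cutadapt 2.8, aligned with STAR 2.7.10a to GRCh38.p13 and counted with featureCounts of Subread 2.0.3. The deposited values were taken to be expected counts, with some reads divided between genes, because 4.8% of the cells of the deposited file were not whole numbers and 74.6% of those ended in 0.5. The processing notes do not state such a division. The poly(A) selection and a directional kit are named in the methods of the study and another kit of the same maker in the labels, and the strand setting of the counting is not stated. Antisense transcripts and pseudogenes are therefore named with that limit. Mitochondrially encoded genes were not in the table and were not analysed here, and the authors' own tests with DESeq2 were not reused.

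Expected counts were rounded to the nearest whole number, with values ending in 0.5 rounded up. Of 75716 entries of the table, 39784 had a count in at least 1 library and the 15538 with a mean of at least 5 counts over all libraries were tested. Symbols and coordinates are those of GENCODE release 44 on GRCh38, which holds 15218 of the tested genes (97.9%), 13041 of them protein coding. Coordinates are counted from 1. Libraries were scaled by TMM in edgeR 4.0.16 (R 4.3.3) and fitted together, with 1 mean per group, by the quasi-likelihood negative binomial model (estimateDisp, glmQLFit and glmQLFTest). P-values were adjusted by Benjamini and Hochberg's method within each comparison. A gene was called at an adjusted p below 0.01 and a fold change above 1.5, and the verbs rose and fell are used for called genes and for gene lists that passed their test. Log2 fold changes are those of the fitted model, and their standard error (SE) is the absolute log2 fold change divided by the square root of the F statistic. Values in CPM are counts scaled to a common library total after TMM, as means ± SD over the libraries of a group. Where a group held 1 to 3 counts of a gene in total, the ratio of the scaled counts is given with an exact 95% interval, which covers counting error only.

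Groups were taken from the labels. AnR-Ctrl libraries are numbered 2 to 5 in their titles and 1 to 4 in their descriptions, and the latter are used. No pairing of libraries by number was assumed. The labels do not say whether the replicates are separate cultures, so the p-values measure only the spread between these samples. That spread was estimated for each gene over all 8 groups, which differ in scatter, and is not that of the compared groups alone. The difference between AnR and AnS in the drug effect, and between suspended and attached AnR cells, was tested as a contrast of 4 groups. Principal components were computed on the log2 CPM, with a prior count of 2, of the 500 most variable genes.

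Lists of genes were fixed before the data were examined and tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, with adjustment over the 31 lists with tested members and a threshold of 0.05. Each test was repeated with the correlation estimated from the residuals. Counts of called members were also made when adjusted over the list alone, and are given where they differ from those over all genes tested. The lists were the Mediator kinase module, genes named by the study, contractile actin genes, immediate early genes, NF-kB and chemokine genes, interferon-stimulated genes, MHC class I antigen presentation, MYC targets, nuclear genes of oxidative phosphorylation, glycolysis, hypoxia, cholesterol synthesis, the ATF4 response, ER chaperones, cell cycle, pro-apoptotic and anti-apoptotic genes, epithelial and mesenchymal genes, the TGF-beta response, matrix proteases and their inhibitors, integrins and laminins, PI3K and mTOR signalling, the NRF2 antioxidant response, WNT targets, cytosolic ribosomal proteins, replication-dependent histones, and markers of fibroblasts, leukocytes, endothelium and mesothelium. The genes named by the study were chosen by the study on these samples, so their direction is not independent evidence. Some of them are also in other lists, namely TAGLN among the contractile genes, EGR1 among the immediate early genes, CXCL5 and CXCL6 among the chemokines, MYC and SORD among the MYC targets, TGFB1 in the TGF-beta response, MMP1, MEP1A and TIMP1 among the proteases, and RPS6KA3 and IL2RG in PI3K signalling. The genes named in the text followed a rule fixed at the same time. For each main comparison it took the 6 largest rises and the 6 largest falls among called genes with a symbol, a mean of at least 1 CPM in a group and no overlap between the libraries of both groups. It also took up to 3 called members of each list with the smallest adjusted p and up to 3 uncalled members with the highest CPM, and always the genes named by the study, HLA-A, HLA-B, HLA-C, TAP1, CDK8 and CDK19. For the other comparisons it took the 4 largest rises and falls, and for the contrasts of 4 groups the 6 largest.

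The calling was tested on simulated data, in which 200 genes were changed by known folds. Negative binomial counts were drawn around the means of 1 real group, with the real library sizes and the dispersions of the joint fit. The 2 simulated groups had equal spread and were fitted alone, so the recovery below does not cover groups of unequal scatter or the joint fit. At 2-fold, 90% of the changed genes were called for AnS-SNX against AnS-Ctrl, 72% for AnR-SNX against AnR-Ctrl, 74% for AnR-SS against AnR-DD, 72% for AnR-Ctrl against AnS-Ctrl and 86% for AnR-DD against AnR-Ctrl, and 1 or 2 unchanged genes were called in each comparison. At a fold of 1.5, the threshold itself, between 22% and 42% were called. Where 2 comparisons share a group, 20 simulated data sets with no effect gave the covariance of fold changes that sharing alone makes, and a shared group of 4 libraries was also split so that each comparison had its own libraries.

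The trend of each library's log2 CPM on transcript length and GC content was fitted by splines with 4 degrees of freedom over genes with a mean of at least 50 counts. Alternatives planned in advance were DESeq2 1.42.0, RLE factors, scaling by library size only, no filter on low counts or edgeR's filterByExpr, glmTreat against a fold of 1.5, an adjusted p below 0.05 with a log2 fold change of at least 1, fits on the compared groups alone, the replicate numbers as a block, fry and an estimated correlation for the lists, 2000 or all genes and scaled genes for the components, and leaving out each library in turn. Fits with the length and GC trend removed as an offset, and without the 2 libraries whose length trend was farthest from their groups (AnR-DD replicate 1 and AnR-SD replicate 4), were added after the data had been seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.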

Results

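Gene expression was measured by RNA-seq in 31 libraries of OV90, an established human ovarian cancer cell line. Parental cells, part of which die when they lose attachment, are called anoikis-sensitive (AnS). Cells adapted to survive without attachment are called anoikis-resistant (AnR). Attached cells were kept for 4 days with DMSO as vehicle or with 500 nM SNX631, an inhibitor of CDK8 and CDK19, the kinases of the Mediator complex. These groups are AnS-Ctrl (n = 3), AnS-SNX (n = 4), AnR-Ctrl (n = 4) and AnR-SNX (n = 4). AnR cells were also moved after those 4 days to poly-HEMA, a coating that prevents attachment, and kept there for 24 h. The 4 suspension groups, with n = 4 each, are named by the attached and then the suspended treatment, D for DMSO and S for SNX631, as AnR-DD, AnR-DS, AnR-SD and AnR-SS. Total counts per library were 13533581 to 16865937 in AnS-Ctrl, 5463966 to 8639905 in AnS-SNX, 6222681 to 9166407 in AnR-Ctrl and 7909335 to 13090389 in AnR-SNX. In suspension they were 7226537 to 13361541 in AnR-DD, 5994222 to 7078123 in AnR-DS, 4285080 to 9466921 in AnR-SD and 5265903 to 11247838 in AnR-SS. The 10 most abundant genes took means of 5.07% to 6.66% of the counts in the 8 groups.

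Among attached cells, both the cell type and the drug moved the leading principal components. The first component (50.1% of the variance of the 500 most variable genes) held AnS-Ctrl at a mean of 13.9 and AnS-SNX at 20.6, against −18.4 for AnR-Ctrl and −12.7 for AnR-SNX, with SDs of 0.1 to 1.2 within groups. The second (25.5%) separated vehicle, at 15.4 in AnS-Ctrl and 10.2 in AnR-Ctrl, from SNX631, at −7.4 in AnS-SNX and −14.3 in AnR-SNX. Among AnR libraries the first component (77.6%) separated attached from suspended cells, with AnR-Ctrl at 32.2 ± 1.1 and AnR-SNX at 30.8 ± 2.1 against −14.2 ± 10.4 for AnR-DD and −22.4 ± 3.4 for AnR-SS (SD, n = 4 each). AnR-DD and AnR-SD, whose SD was 11.2, were the most scattered groups on it.

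**Figure D1:**
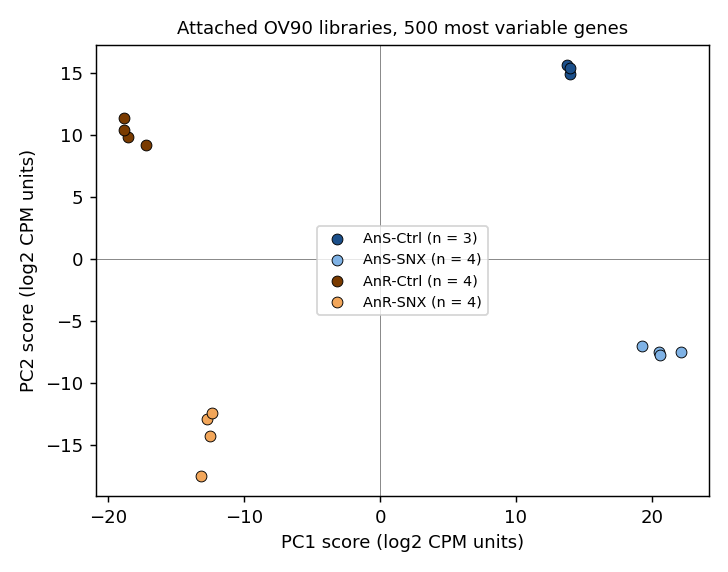
Scores of the 15 attached libraries on the first and second principal components, in log2 CPM units, with 1 point per library. The 4 groups do not overlap, and their means on the second component are 15.4, −7.4, 10.2 and −14.3 for AnS-Ctrl, AnS-SNX, AnR-Ctrl and AnR-SNX.

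The effect of SNX631 on attached parental cells was read from AnS-SNX (n = 4) against AnS-Ctrl (n = 3), and genes of the contractile actin skeleton rose. ACTA2, the smooth muscle actin gene (ENSG00000107796, chromosome 10, 88935074 to 88991339), rose from 1.12 ± 0.41 to 73.3 ± 2.7 CPM, a log2 fold change of 6.02 ± 0.24 (SE, edgeR adjusted p = 3.89e-18). TAGLN, which encodes the actin-binding protein transgelin (ENSG00000149591, chromosome 11, 117199370 to 117207464), rose from 25.2 ± 4.79 to 218 ± 13.1 CPM, by 3.11 ± 0.15 (edgeR adjusted p = 2.58e-16). CNN1, the gene of calponin (ENSG00000130176, chromosome 19, 11538767 to 11550323), and the tropomyosin gene TPM1 rose by 3.75 ± 0.38 and 1.36 ± 0.07. Of the 19 contractile genes tested, 7 rose and none fell, also when adjusted over the list alone, and the list as a whole rose (camera adjusted p = 4.17e-42, and adjusted p = 5.91e-11 with an estimated correlation).

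Other large rises in AnS-SNX were those of KRT17, a basal keratin (ENSG00000128422, chromosome 17, 41619442 to 41624842), by 4.45 ± 0.54 from 0.184 ± 0.172 CPM, and of SLC17A8, a vesicular glutamate transporter (ENSG00000179520, chromosome 12, 100357074 to 100422055), by 3.72 ± 0.2 to 43.9 ± 2.62 CPM. The hormone gene SST and the ion transporter gene SLC26A9 rose by 3.55 ± 0.47 and 3.49 ± 0.47. RGS5, a regulator of G protein signalling (ENSG00000143248, chromosome 1, 163111121 to 163321791), rose by 1.83 ± 0.06 (edgeR adjusted p = 1.49e-19). CEACAM7, an epithelial adhesion molecule (ENSG00000007306, chromosome 19, 41673303 to 41706976), rose from 11 ± 0.234 to 40.1 ± 2.25 CPM (1.86 ± 0.11). The thrombomodulin gene THBD rose by 2.46 ± 0.39. Among the falls, EGR1, an immediate early transcription factor (ENSG00000120738, chromosome 5, 138465479 to 138469303), fell from 56.7 ± 2.1 to 13.4 ± 0.936 CPM, with a log2 fold change of −2.08 ± 0.19 (edgeR adjusted p = 6.06e-10). The phosphatase inhibitor gene PPP1R1B changed by −2.68 ± 0.48, the oxidase gene FMO5 by −2.36 ± 0.2 and the transcription factor gene ZIC1 by −2.26. DUSP13A and DUSP13B, annotations of 1 phosphatase locus that shared their counts, changed by −2.47 and −2.32. MMP1, an interstitial collagenase, changed by −1 ± 0.07, the protease inhibitor gene TIMP1 (ENSG00000102265, chromosome X, 47582408 to 47586789) by −1.22 ± 0.19, and TGFB1 (ENSG00000105329, chromosome 19, 41301587 to 41353922) by −0.97 ± 0.11, from 102 ± 3.76 to 52.1 ± 2.36 CPM. In all, 698 genes were called, 447 up and 251 down, and 212 rises and 98 falls were over 2-fold.

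Of the other lists in AnS-SNX, 3 of 17 chemokine and NF-kB genes rose and none fell (4 when adjusted over the list alone), namely the neutrophil-attracting chemokines CXCL5 by 1.32 ± 0.15, CXCL6 by 1.12 ± 0.08 and CXCL8 by 0.89 ± 0.13 (camera adjusted p = 0.000126, and adjusted p = 0.0455 with an estimated correlation). The 23 interferon-stimulated genes fell as a list (camera adjusted p = 0.00968, adjusted p = 0.0264 with an estimated correlation), with STAT1, their transcription factor, the called member (−0.64 ± 0.05). Epithelial genes rose as a list (16 tested, 2 up, 2 up and 1 down over the list alone, camera adjusted p = 0.00827, adjusted p = 0.0455 with an estimated correlation), with the transcription factor ELF3 at 0.83 ± 0.06 and the claudin CLDN7 at 0.95 ± 0.16. The genes named by the study, a choice made on these samples and so no independent evidence, had 6 rises and 4 falls among 16 and an upward test (camera adjusted p = 0.000127, adjusted p = 0.00123 with an estimated correlation), with a median of −0.05 and a mean of 0.18. Matrix proteases passed upward with 4 rises and 2 falls of 15 (camera adjusted p = 0.0419, but adjusted p = 0.42 with an estimated correlation). Integrins and laminins had 4 rises of 17, including LAMC2 and ITGB3 (camera adjusted p = 0.0419, but adjusted p = 0.514 with an estimated correlation). The NRF2 list passed downward with 2 falls of 19, 3 over the list alone, the reductase AKR1B10 at −1.23 ± 0.1 and ferritin FTL at −0.75 ± 0.08 (camera adjusted p = 0.00108, but adjusted p = 0.365 with an estimated correlation). Cholesterol synthesis passed upward with none of its 24 genes called by edgeR or DESeq2, though 10 were higher and 1 lower at an unadjusted p below 0.05 (camera adjusted p = 0.00968, but adjusted p = 0.263 with an estimated correlation).

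Markers of other cell types also moved in AnS-SNX. Leukocyte markers fell as a list (6 tested, 1 down, 2 down over the list alone, camera adjusted p = 0.0028, adjusted p = 0.0417 with an estimated correlation), with PTPRC, the CD45 gene, going from 6.19 ± 0.768 to 2.4 ± 0.721 CPM. Mesothelial markers rose (2 of 3, UPK1B by 1.18 ± 0.09 and LRRN4 by 1.22 ± 0.17, camera adjusted p = 1.03e-05, adjusted p = 0.00123 with an estimated correlation). Of 2 endothelial markers the receptor TEK rose by 1.1 ± 0.07 (camera adjusted p = 0.00827, but adjusted p = 0.0799 with an estimated correlation). Fibroblast markers did not pass (2 up and 1 down of 10, camera adjusted p = 0.248). The other lists did not pass either. Their camera adjusted p were 0.463 for the Mediator kinase module, 0.421 for immediate early genes, 0.187 for MHC class I, 0.0698 for MYC targets, 0.813 for oxidative phosphorylation, 0.906 for glycolysis, 0.411 for hypoxia, 0.0538 for ATF4, 0.176 for ER chaperones, 0.239 for the cell cycle, 0.76 for pro-apoptotic and 0.272 for anti-apoptotic genes, 0.434 for mesenchymal genes, 0.303 for TGF-beta, 0.161 for PI3K, 0.0649 for WNT targets, 0.76 for ribosomal proteins and 0.161 for histones. Single members of these lists were called, among them the MHC regulator NLRC5 (2.55 ± 0.42), the peptide transporter TAP1 (0.75 ± 0.16), HLA-B (0.86 ± 0.23, edgeR adjusted p = 0.00831), the death receptor FAS (2.69 ± 0.45), the transcription factor JUN (1.16 ± 0.14) and its partner FOS (−0.89 ± 0.18). The annotated span of FAS (chromosome 10, 88953813 to 89029605) overlaps that of ACTA2. As the strand setting of the counting is not stated, reads of ACTA2 may have been counted in FAS, which was not tested. The targets of the drug were not called at the RNA level, with CDK8 at 0.17 ± 0.1 (edgeR adjusted p = 0.296) and CDK19 at −0.3 ± 0.12 (edgeR adjusted p = 0.116).

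In attached AnR cells (AnR-SNX against AnR-Ctrl, n = 4 each) contractile genes rose with SNX631 too. ACTA2 rose from 0.692 ± 0.409 to 30.5 ± 8.89 CPM (5.37 ± 0.28, edgeR adjusted p = 1.66e-15) and TAGLN from 5.73 ± 1.52 to 95.6 ± 7.73 CPM (4.05 ± 0.16, edgeR adjusted p = 7.53e-18). CNN1 rose by 3.75 ± 0.52, the myosin light chain gene MYL9 by 2.13 ± 0.11 and TPM1 by 1.41 ± 0.06. Of the 19 contractile genes 9 rose and none fell (camera adjusted p = 2.02e-49, adjusted p = 4.43e-12 with an estimated correlation). KRT17 had 66 counts in AnR-SNX and 1 in AnR-Ctrl, a ratio of 51.7 (95% interval 8.97 to 2070). The small GTPase gene RASD1 and the cation transporter gene SLC22A2 rose by 4.08 ± 0.69 and 3.71 ± 0.49, THBD by 3.03 ± 0.27, CEACAM7 by 2.25 ± 0.13 and RGS5 by 1.87 ± 0.06. EGR1 went from 41.2 ± 4.81 to 7.12 ± 0.486 CPM (−2.53 ± 0.2, edgeR adjusted p = 2.14e-11). The mucin gene MUC5AC changed by −2.66 ± 0.63, the apolipoprotein gene APOB by −2.32 ± 0.44, the lipid droplet gene CIDEB by −2.27, the guidance receptor gene ROBO2 by −2.15 ± 0.32 and the transcription factor gene FOXN1 by −2.06. MMP1 (−1.4 ± 0.07), TGFB1 (−1.23 ± 0.11) and TIMP1 (−1.05 ± 0.18) fell, as did LPAR4, a receptor for lysophosphatidic acid (−1.26 ± 0.23), and MEP1A, the gene of the metalloprotease meprin (−0.64 ± 0.15). In all, 742 genes were called, 412 up and 330 down.

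Among the lists in AnR-SNX, 7 of 17 chemokine and NF-kB genes rose (camera adjusted p = 9.61e-08, adjusted p = 0.00721 with an estimated correlation), with CXCL6 at 1.27 ± 0.07, CXCL8 at 1.23 ± 0.12 and CXCL5 at 0.93 ± 0.1. Interferon-stimulated genes fell with 1 called member, STAT1 at −0.59 ± 0.05 (camera adjusted p = 0.0011, adjusted p = 0.00479 with an estimated correlation). Epithelial genes rose with ELF3 and CLDN7 called (camera adjusted p = 0.0011, adjusted p = 0.014 with an estimated correlation). MYC targets rose as a list (camera adjusted p = 0.00029, adjusted p = 0.014 with an estimated correlation), with none of the 32 called by edgeR or DESeq2 and 13 higher and 1 lower at an unadjusted p below 0.05. The leukocyte list fell with 4 of 6 members, including PTPRC (−1.49), the lysozyme gene LYZ (−0.7 ± 0.07) and FCER1G (−1.16), and the mesothelial list rose with 2 of 3, LRRN4 by 2.2 ± 0.2 and UPK1B by 1.32 ± 0.08 (camera adjusted p = 0.00029 and 7.02e-09, adjusted p = 0.011 and 8.25e-05 with an estimated correlation). The ATF4 list had 2 falls of 18, the asparagine synthetase gene ASNS (−0.92 ± 0.09) and the transcription factor gene ATF5 (−1.08 ± 0.07), and its call was lost with an estimated correlation (camera adjusted p = 2.95e-05, then adjusted p = 0.0895). The calls of the NRF2 and PI3K lists downward and of cholesterol synthesis, oxidative phosphorylation, ribosomal proteins and endothelial markers upward were also lost (adjusted p = 0.489, 0.14, 0.14, 0.719, 0.699 and 0.164 with an estimated correlation). The genes named by the study had 6 rises and 7 falls (camera adjusted p = 7.99e-05), not independent evidence as above. HLA-B (0.7 ± 0.22, edgeR adjusted p = 0.0278), TAP1 (0.3 ± 0.15), CDK8 (0.15 ± 0.09) and CDK19 (−0.2 ± 0.12) were not called.

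**Figure D2:**
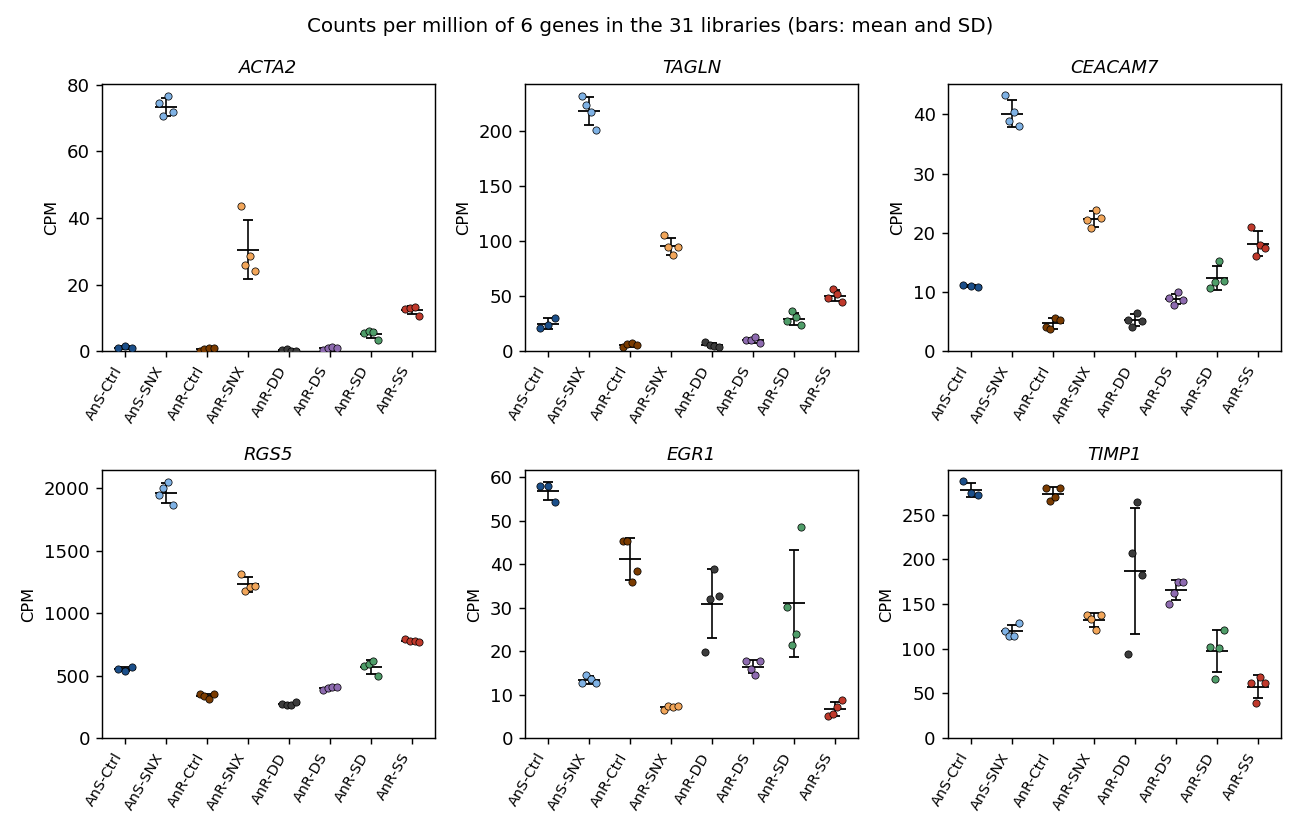
CPM of ACTA2, CEACAM7, EGR1, RGS5, TAGLN and TIMP1 in each of the 31 libraries (points), with the group mean and SD (bars), for the 8 groups along the horizontal axis. ACTA2 had means of 1.12, 0.692 and 0.328 CPM in AnS-Ctrl, AnR-Ctrl and AnR-DD and of 73.3, 30.5 and 12.4 CPM in AnS-SNX, AnR-SNX and AnR-SS.

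The fold changes of SNX631 in attached AnS and AnR cells had a correlation of 0.64 across the 15538 genes, which are not independent replicates, and a covariance of 0.1164. Of the genes called in both comparisons, 262 rose in both and 163 fell in both, where independent lists of these sizes would share 11.9 and 5.3, and 0 were called in opposite directions, against 9.5 and 6.7. The drug effect itself differed between the cell types for 11 genes by edgeR's test of the difference, 2 more positive and 9 more negative in AnR, with 16 genes by DESeq2. ANKRD1 and CCN2, targets of the YAP pathway, were the more positive ones, with differences of 1.08 ± 0.12 (edgeR adjusted p = 1.26e-05) and 0.81 ± 0.12. ANKRD1 went from 123 ± 7.5 to 148 ± 9.58 CPM in AnS and from 68.3 ± 8.32 to 174 ± 11.2 CPM in AnR. The matrix protease gene MMP10 (−1.08 ± 0.15), NWD2 (−1.07), the morphogen gene SHH (−0.79) and the protease gene CTSE (−0.7) had more negative changes in AnR, as had the sulfotransferase gene SULT1B1 (−0.66) and the adaptor gene SH3KBP1 (−0.63). With the length and GC trend removed those last 2 were no longer called, SULT1B1 by its p (−0.66 ± 0.14, edgeR adjusted p = 0.0315) and SH3KBP1 by its fold (−0.58 ± 0.09), and 4 to 10 genes were called when 1 library was left out. TAGLN differed by 0.94 ± 0.22 without being called (edgeR adjusted p = 0.0711). The count of such genes was 24 when the 4 groups were fitted alone and 0 by glmTreat against a fold of 1.5.

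The adapted cells were compared with their parents in AnR-Ctrl (n = 4) against AnS-Ctrl (n = 3). Chemokine genes rose, with CXCL5 (ENSG00000163735, chromosome 4, 73995642 to 73998677) going from 6.65 ± 0.279 to 164 ± 34 CPM (4.62 ± 0.14, edgeR adjusted p = 5.7e-21), CXCL6 by 1.84 ± 0.08 and CXCL1 by 1.38 ± 0.12. Of 17 such genes 8 rose and none fell, 9 when adjusted over the list alone (camera adjusted p = 1.33e-24, adjusted p = 9.36e-06 with an estimated correlation). LPAR4 (ENSG00000147145, chromosome X, 78747709 to 78758714) rose from 0.0876 ± 0.0764 to 5.9 ± 0.807 CPM (5.92 ± 0.4, edgeR adjusted p = 5.58e-12), the transcription factor gene SNAI2 (ENSG00000019549, chromosome 8, 48917598 to 48921740) from 0.101 ± 0.0605 to 1.73 ± 0.561 CPM (3.86 ± 0.43), and the cadherin gene PCDH15 by 3.95 ± 0.67. The growth factor gene HGF had 47 counts in AnR-Ctrl and 2 in AnS-Ctrl, a ratio of 37.2 (9.74 to 316), and the glutamate receptor gene GRID2 had 32 and 3 counts, a ratio of 16.9 (5.28 to 86.2). Epithelial genes fell, 7 of 16 and 8 over the list alone (camera adjusted p = 1.04e-11, adjusted p = 1.29e-05 with an estimated correlation), with the E-cadherin gene CDH1 at −1.8 ± 0.1, the protease gene ST14 at −2.19 ± 0.11 and the splicing regulator ESRP1 at −2.45 ± 0.25. Mesenchymal genes rose, 3 of 12 (camera adjusted p = 7.73e-05, adjusted p = 0.0444 with an estimated correlation), with vimentin VIM at 1.07 ± 0.14 and the repressor ZEB1 at 1.07 ± 0.17.

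Among the largest falls of AnR-Ctrl were IADEN, a long noncoding RNA (ENSG00000253507, chromosome 8, 131308545 to 131317887), from 12.3 ± 1.46 to 0.186 ± 0.178 CPM (−5.88 ± 0.35), AIM2, a DNA sensor (ENSG00000163568, chromosome 1, 159061599 to 159187843), by −4.02 ± 0.49, and the WNT ligand WNT10A by −3.62 ± 0.63. The mucin gene MUC4 had 104 counts in AnS-Ctrl and 1 in AnR-Ctrl, a ratio of 65.7 (11.5 to 2620), the fibrillin gene FBN3 had 139 and 3, a ratio of 29.3 (9.81 to 144), and the transcription factor gene TAL1 had 51 and 1, a ratio of 32.2 (5.53 to 1300). Replication-dependent histones fell, 3 of 8 and 4 over the list alone, including H1-2 at −2.18 ± 0.12 and H4C8 at −2.23 ± 0.2 (camera adjusted p = 2.15e-08, adjusted p = 0.000405 with an estimated correlation). The ATF4 list rose with 3 of 18, 4 over the list alone, including the stress gene DDIT4 at 1.03 (camera adjusted p = 2.43e-08, adjusted p = 0.0262 with an estimated correlation). Interferon-stimulated genes rose with IFI27 at 1.29 ± 0.11 and MX1 at 1.16 ± 0.24, and MHC class I genes with the proteasome subunit PSMB9 at 1.28 ± 0.27 and TAP1 at 0.71 ± 0.16 (camera adjusted p = 0.0248 and 0.0137, adjusted p = 0.0393 and 0.0303 with an estimated correlation). Contractile genes fell, with TAGLN at −2.14 ± 0.18 and ANKRD1 at −0.85 ± 0.09 (camera adjusted p = 0.0137, adjusted p = 0.0393 with an estimated correlation). Among markers of other cell types, mesothelial genes fell with UPK1B and LRRN4 at −0.81 and −1.66 and TEK rose by 0.66 (camera adjusted p = 0.000134 and 0.000367, adjusted p = 0.00407 and 0.0255 with an estimated correlation), and leukocyte genes passed upward with CD68 and CD3D called, and 3 rises and 1 fall over the list alone (camera adjusted p = 0.0137, but adjusted p = 0.0707 with an estimated correlation). Fibroblast markers, with 5 rises and 1 fall of 10, did not pass (camera adjusted p = 0.0576).

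The integrin list passed downward in AnR-Ctrl with 1 rise and 6 falls of 17, 7 over the list alone, including ITGB6 at −2.31 and ITGA3 at −1.58, a median of 0.02 and a mean of −0.44 (camera adjusted p = 0.0185, but adjusted p = 0.54 with an estimated correlation). Matrix proteases (PLAT at 2.23 ± 0.1, MEP1A at 2.07 ± 0.17 and MMP1 at 0.71 ± 0.07) and the NRF2 list (2 of 19, 3 over the list alone, including the glutamate-cysteine ligase gene GCLM at 0.59) passed upward and lost the call (adjusted p = 0.105 and 0.0829 with an estimated correlation). So did PI3K signalling upward and cholesterol synthesis and oxidative phosphorylation downward (adjusted p = 0.122, 0.2 and 0.79 with an estimated correlation). The genes named by the study had 6 rises and 3 falls of 16 (camera adjusted p = 2.59e-13, not independent evidence), among them THBD at 1.83 ± 0.42, CEACAM7 at −1.23 ± 0.14 and RGS5 at −0.71 ± 0.06, while EGR1 (−0.46), TIMP1 (−0.02) and TGFB1 (−0.28) were not called. In all, 425 genes were called up and 404 down in AnR-Ctrl.

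Detachment for 24 h without drug was read from AnR-DD against AnR-Ctrl (n = 4 each), in which culture form and the further 24 h change together. The xenobiotic oxidase gene CYP1A1 (ENSG00000140465, chromosome 15, 74719542 to 74725536) rose most, from 0.578 ± 0.217 to 21.1 ± 1.54 CPM (5.12 ± 0.24, edgeR adjusted p = 1.72e-16), followed by the antisense RNA DYNLRB2-AS1 (2.88), the ribokinase gene RBKS (2.51 ± 0.36), the globin gene CYGB (2.32), the sulfotransferase gene SULT2A1 (2.31 ± 0.24) and the protease gene MMP24 (2.26 ± 0.39). Among the largest falls were those of PABPC1L, a poly(A)-binding protein gene (ENSG00000101104, chromosome 20, 44910060 to 44959035), from 10.4 ± 1.55 to 0.411 ± 0.216 CPM (−4.7 ± 0.31, edgeR adjusted p = 2.97e-13), and of the noncoding RNA LINC00342 (66 counts attached and 3 suspended, a ratio of 28.2, 9.22 to 140). Pseudogenes, whose reads can come from relatives, were also among them, with PKD1P6 at −4.52 ± 0.5, PKD1P4 at 57 and 1 counts, a ratio of 72.9 (12.6 to 2930), and HERC2P9 at ratios of 42.9 (11.4 to 361) and 42.2 (11.2 to 356) in its 2 entries. Of the ATF4 list 11 of 18 fell, with the factor ATF4 itself at −1.14 ± 0.05, ASNS at −2.18 ± 0.1 and the amino acid transporter SLC7A5 at −1.73 ± 0.08 (camera adjusted p = 1.81e-14, adjusted p = 0.0173 with an estimated correlation). With the length and GC trend removed 13 of its genes fell. Glycolysis rose as a list with 3 rises and 2 falls of 17, including the kinase PKM at 0.7 (camera adjusted p = 0.000735, adjusted p = 0.0448 with an estimated correlation). The glycolytic genes TPI1 (0.68) and ENO1 (0.62) were at 0.32 and 0.36 with the trend removed, which ended their calls. PGK1, not called at 0.56, was then called at 0.84.

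Other gene groups moved with detachment as well, where 66 of 95 called genes looked up by name were still called with the trend removed. The YAP targets ANKRD1 and CCN2 fell (−3.16 ± 0.11 and −1.37 ± 0.09), as did fibronectin FN1 (−2.68 ± 0.46), the proliferation gene TOP2A (−1.34 ± 0.08) and THBD (−2.42 ± 0.48), and the antioxidant genes FTL and NQO1 rose (1.1 ± 0.07 and 0.96 ± 0.06), as did the anoikis mediator BMF (0.96 ± 0.1). Of the chemokine list 8 of 17 fell, including CXCL1 at −2.17 ± 0.12 (camera adjusted p = 0.000596), of the cell cycle list 8 of 31 fell (3.66e-05), and of the NRF2 list 10 of 19 rose (1.9e-10). Cholesterol synthesis had 9 rises and 1 fall of 24 (8.56e-07), integrins and laminins 1 rise and 8 falls of 17 (0.00222), fibroblast markers 7 falls of 10, among them THY1 at −2.35 (0.00876), and the genes named by the study 4 falls of 16 (0.0436, not independent evidence). These 7 calls were lost with an estimated correlation, at adjusted p = 0.105, 0.167, 0.1, 0.0516, 0.35, 0.11 and 0.1. Oxidative phosphorylation had 31 rises of 45 (camera adjusted p = 1.81e-14, but adjusted p = 0.29 with an estimated correlation) and ribosomal proteins 29 of 40 (camera adjusted p = 1.24e-13, but adjusted p = 0.335 with an estimated correlation). These 2 lists hold short transcripts, with median lengths of 1101 and 981 bases, and with the length and GC trend removed 8 and 4 members rose. CFLAR, an inhibitor of death receptor signalling, had a log2 fold change of −0.89 ± 0.09 and, with the trend removed, of 0.04 ± 0.12 (edgeR adjusted p = 0.821). Of the called genes printed for detachment here and in the paragraph before, only CFLAR, TPI1 and ENO1 lost their call with the trend removed. HLA-B fell (−0.98 ± 0.26), and TAGLN (0.01), EGR1 (−0.4) and TGFB1 (−0.11) were not called.

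Detachment called 4583 genes, 1809 up and 2774 down, and 3631 (1435 up and 2196 down) with the trend removed, of which only 752 rises and 1784 falls were among those called before. The fold changes had a correlation of −0.33 with transcript length across genes, and the median length was 1599 bases for rises and 4893.5 bases for falls, against 2941 bases for all tested genes. Scaling by library size only shifted the median of all genes by −0.105 on the log2 scale and the share of rises among the calls from 39.5% to 26.7%.

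**Figure D3:**
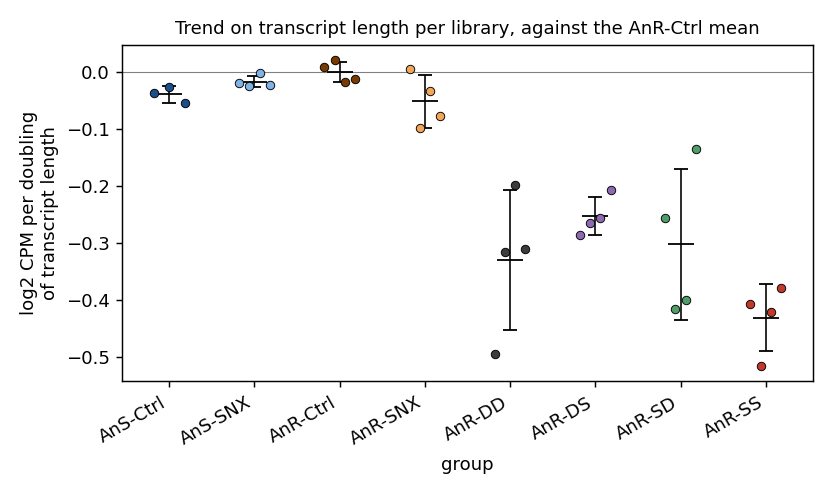
Slope of log2 CPM per doubling of transcript length, relative to the AnR-Ctrl mean, for each of the 31 libraries (points), with the group mean and SD (bars). The attached groups have means of −0.052 to 0 and the suspended groups of −0.33 (AnR-DD), −0.254 (AnR-DS), −0.303 (AnR-SD) and −0.432 (AnR-SS).

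SNX631 before and during suspension was read from AnR-SS against AnR-DD (n = 4 each). ACTA2 rose from 0.328 ± 0.216 to 12.4 ± 1.2 CPM (5.17 ± 0.34, edgeR adjusted p = 2.41e-12) and TAGLN from 5.91 ± 1.83 to 50.5 ± 5.12 CPM (3.12 ± 0.16, edgeR adjusted p = 1.49e-14). CNN1 (2.99 ± 0.59), the proteoglycan gene GPC4 (2.83 ± 0.62), SLC17A8 (2.7 ± 0.2), the leukocyte integrin gene ITGAL (2.5 ± 0.43), THBD (2.39 ± 0.47), CEACAM7 (1.78 ± 0.12) and RGS5 (1.52 ± 0.06) rose too. EGR1 went from 30.9 ± 7.97 to 6.69 ± 1.68 CPM (−2.27 ± 0.21, edgeR adjusted p = 2.17e-09), the receptor tyrosine kinase gene AXL from 4.76 ± 0.985 to 1.24 ± 0.595 CPM (−1.84 ± 0.31) and the perlecan gene HSPG2 from 104 ± 43.9 to 30.6 ± 12 CPM (−1.78 ± 0.29). The mucin gene MUC3A, with close relatives in the genome, changed by −2.11 ± 0.3, the coagulation factor gene F5 by −1.98 ± 0.38 and the spectrin gene SPTBN2 by −1.75 ± 0.3. TGFB1 (−1.72 ± 0.11), TIMP1 (−1.71 ± 0.19), MMP1 (−1.21 ± 0.07) and MEP1A (−0.9 ± 0.16) fell. Of the 19 contractile genes 7 rose and 2 fell, 3 when adjusted over the list alone (camera adjusted p = 1.78e-08, adjusted p = 7.21e-05 with an estimated correlation). Leukocyte markers fell, 3 of 6, among them LYZ at −0.88 ± 0.07, and mesothelial markers rose, 1 of 3 and 2 over the list alone, with UPK1B at 1.04 (camera adjusted p = 0.000304 and 0.000105, adjusted p = 0.0183 and 0.00341 with an estimated correlation).

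The other 9 lists that passed in AnR-SS lost their call with an estimated correlation. They were the chemokines, with 3 rises including CXCL6 at 0.93 ± 0.07 (adjusted p = 0.176), MYC targets (0.104), oxidative phosphorylation (0.827), the ATF4 list with 2 rises (0.434), the cell cycle (0.241) and ribosomal proteins (0.599) upward, and TGF-beta with 1 fall (0.241), matrix proteases with 1 rise and 3 falls (0.434) and NRF2 with 4 falls, and 1 rise more over the list alone (0.431), downward. Against the direction of its list, the only called cell cycle gene, MKI67, fell (−1.7 ± 0.41, edgeR adjusted p = 0.00361). The genes named by the study had 6 rises and 5 falls, 6 over the list alone, a median of −0.15 and a mean of 0.09, and did not pass (camera adjusted p = 0.107). LPAR4 (−1.01 ± 0.32, edgeR adjusted p = 0.0263), HLA-B (0.91 ± 0.26, edgeR adjusted p = 0.0131), CDK8 (0.21 ± 0.09) and CDK19 (−0.21 ± 0.13) were not called.

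In all, 870 genes were called in AnR-SS against AnR-DD, 248 up and 622 down. The fold changes had correlations of −0.15 with transcript length and −0.23 with GC content across genes, with median lengths of 2620 bases for rises and 4370.5 bases for falls. With the trend removed 638 genes were called, 275 up and 363 down, of which 200 rises and 318 falls were shared with those above. Of 47 named genes 39 were still called. Calls ended for the Mediator gene MED12 as its fold fell under the threshold (−0.71 ± 0.18, then −0.42 ± 0.11), for the integrin gene ITGB4 by its p (−1.36 ± 0.31, then −0.89 ± 0.26, edgeR adjusted p = 0.0148) and for CXCL8 by both (0.62 ± 0.12, then 0.38 ± 0.11, edgeR adjusted p = 0.0152). They ended too for G6PD and COL1A1 by the fold (−0.51 and −0.52 with the trend removed), for IRF7 by its p (−1.14, edgeR adjusted p = 0.0339) and for RPTOR and RNF43 by both (−0.25 and −0.43). Calls were gained for HLA-B (0.91 ± 0.26, then 0.99 ± 0.26, edgeR adjusted p = 0.00625) and LRRN4 (0.93 ± 0.26, then 1.19 ± 0.24, edgeR adjusted p = 0.00063). The count was 1396 without AnR-DD replicate 1, 492 without AnR-DD replicate 3, 574 without AnR-SS replicate 2, and 242 when the 8 libraries were fitted alone.

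**Figure D4:**
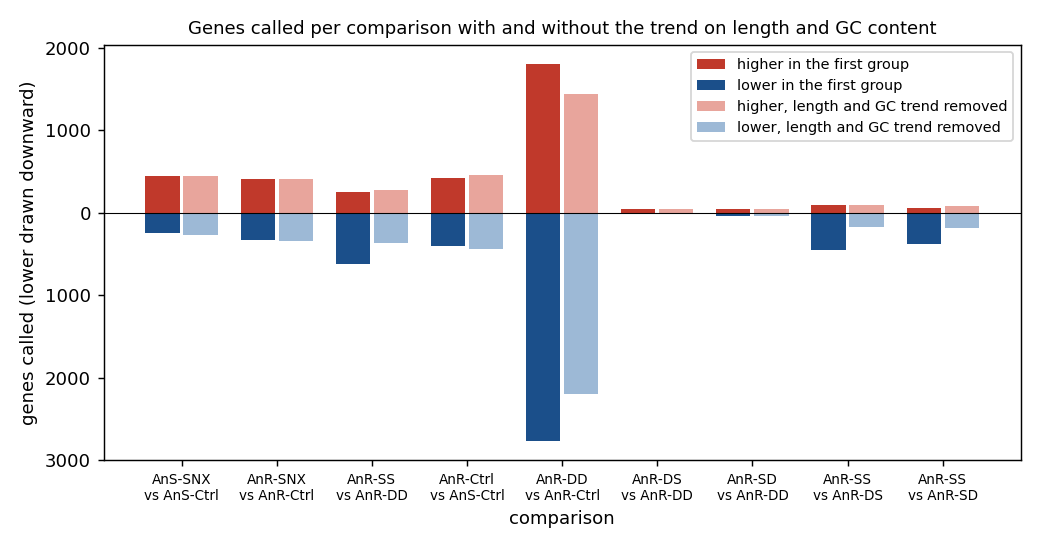
Number of genes called in each of the 9 comparisons of groups, with rises drawn upward and falls downward, and in lighter bars the number with the trend on length and GC content removed. In AnR-SS against AnR-DD the falls go from 622 to 363 and the rises from 248 to 275.

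Across the 3 main comparisons of SNX631 with vehicle, 1571 genes were called at least once, 543 in 2 or more and 196 in all 3 (116 up and 80 down), and 3 were called in opposite directions. The fold changes of AnR-SNX and AnR-SS had a correlation of 0.51 across genes, with 146 genes up in both, 140 down in both and 0 in opposite directions (6.6 and 13.2 expected in the same direction from the sizes of the lists). The drug effect differed between suspended and attached AnR cells for 62 genes by edgeR's test of the difference, 20 more positive and 42 more negative in suspension. ASNS (0.99 ± 0.13, edgeR adjusted p = 5.99e-05) and the serine synthesis gene PSAT1 (0.83 ± 0.13) were more positive, ASNS going from 243 ± 32.7 to 128 ± 10.3 CPM attached and from 53.8 ± 3.56 to 56.4 ± 3.38 CPM suspended. The ketogenic enzyme gene HMGCS2 (1.11 ± 0.16), the retrotransposon-derived HPAT5 (1.76), the caspase recruitment gene CARD6 (0.95) and the pseudogene GOLGA2P5 (0.87) were more positive too. The protein C receptor gene PROCR (−1.28 ± 0.11, edgeR adjusted p = 9.96e-09) went from 35.4 ± 3.96 to 103 ± 8.14 CPM attached and from 35.4 ± 0.868 to 42.6 ± 3.7 CPM suspended. MMP24 (−2.3), the enamel matrix gene AMBN (−1.46), the membrane trafficking gene EHD2 (−1.4), CCDC190 (−1.26) and the cytoskeletal gene EPB41L1 (−1.15) were more negative. The count was 263 without AnR-DD replicate 1, 39 without AnR-DD replicate 3, 37 without AnR-SNX replicate 1, and 15 when the 4 groups were fitted alone.

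**Figure D5:**
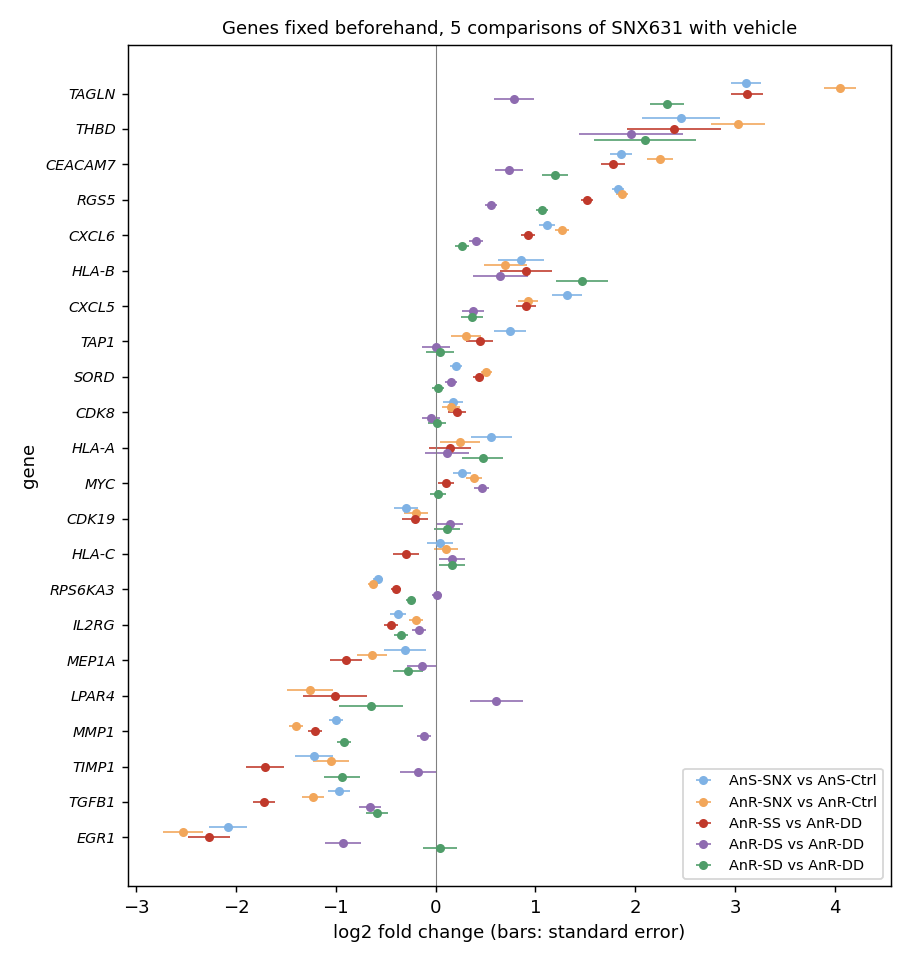
Log2 fold changes (points) with standard errors (bars) of the genes fixed beforehand in 5 comparisons of SNX631 with vehicle, leaving out folds against a group with 3 counts or fewer. RGS5 is at 1.83, 1.87 and 1.52 and TGFB1 at −0.97, −1.23 and −1.72 in AnS-SNX, AnR-SNX and AnR-SS.

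Drug given only in suspension (AnR-DS) or only before it (AnR-SD) was compared with AnR-DD (n = 4 each). In AnR-DS 69 genes were called, 50 up and 19 down. SLC17A8 rose by 1.33 ± 0.24, the protease gene PRSS35 by 1.22 ± 0.12 (edgeR adjusted p = 1.16e-07), the growth factor gene FGF9 by 1.02 and the neurotrophin receptor gene NTRK2 by 1.01. The apoptosis gene BCL2L15 (−1.07), the lysosomal regulator TFEB (−1.03), the kinase gene PLK3 (−0.95), EHD2 (−0.94), EGR1 (−0.93 ± 0.18) and TGFB1 (−0.66 ± 0.11) fell. CEACAM7 rose by 0.74 ± 0.14, while TAGLN (0.79 ± 0.2, edgeR adjusted p = 0.0172), MMP1 (−0.12) and TIMP1 (−0.18) were not called. In AnR-SD 83 genes were called, 44 up and 39 down. ACTA2 rose by 3.85 ± 0.42 to 5.22 ± 1.28 CPM, TAGLN by 2.32 ± 0.17 to 29.5 ± 5.45 CPM, the matrix gene TNC by 1.93 ± 0.34, the kinesin gene KIF5C by 1.75 ± 0.39 (1.69 ± 0.4 with the trend removed, which ended the call at an edgeR adjusted p = 0.013) and HLA-B by 1.47 ± 0.26. The fatty acid transporter CD36 (−1.35 ± 0.11), the actin-severing gene SCIN (−1.37), TM4SF5 (−1.23), TMEM45A (−1.21), TIMP1 (−0.94), MMP1 (−0.92) and TGFB1 (−0.59) fell, and EGR1 was at 0.04 ± 0.17. Fold changes had a correlation with transcript length of 0.2 in AnR-DS and 0.13 in AnR-SD. The count for AnR-DS was 39 without AnR-DS replicate 4, 43 without AnR-DD replicate 2 and 8 when its 8 libraries were fitted alone, and that for AnR-SD was 13 when fitted alone.

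Of the lists, the contractile genes rose in AnR-SD with 5 of 19 (camera adjusted p = 2.38e-12, adjusted p = 2.92e-06 with an estimated correlation). In AnR-DS they had 1 rise, 2 over the list alone, and lost the call (camera adjusted p = 0.0299, then adjusted p = 0.135 with an estimated correlation). Cholesterol synthesis fell as a list in AnR-SD with none of its 24 genes called by edgeR or DESeq2 and 10 lower at an unadjusted p below 0.05 (camera adjusted p = 3.81e-09, adjusted p = 0.00888 with an estimated correlation). Leukocyte markers fell and mesothelial markers rose in AnR-SD (camera adjusted p = 2.64e-05 and 9.8e-07, adjusted p = 0.00557 and 0.000319 with an estimated correlation). In AnR-DS the endothelial list, with TEK called, and the genes named by the study, with 1 rise and 2 falls, 3 rises and 2 falls over the list alone and not independent evidence, passed upward (adjusted p = 0.0168 and 0.0168 with an estimated correlation). Altogether 10 lists passed in AnR-DS, 6 upward and 4 downward, and 11 in AnR-SD, 5 upward and 6 downward. Ribosomal proteins were among those downward in AnR-SD. With an estimated correlation only 2 and 4 lists kept their call, all given above.

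Over the 742 genes called in attached AnR-SNX, 93.5% lay in the same direction in AnR-SS, 83.4% in AnR-SD and 80.2% in AnR-DS, with medians of 0.58, 0.27 and 0.24 in the attached direction against 0.93 in attached cells. The slope of their fold changes on those of AnR-SS was 0.51 for AnR-SD (0.49 to 0.55 without 1 library) and 0.37 for AnR-DS (0.35 to 0.39), all taken against the same AnR-DD libraries. On the attached response, which shares no library with them, the slopes were 0.59 for AnR-SS, 0.32 for AnR-SD and 0.24 for AnR-DS. The full exposure differed from AnR-DS in 546 genes, 93 up and 453 down, with ACTA2 at 3.81 ± 0.31, the deaminase gene APOBEC2 at 2.41, TAGLN at 2.33 ± 0.16, LINC02901 at 2.24, the complement gene C3 at −2.93 ± 0.49, the antisense RNA RUNDC3A-AS1 at −2.31, the matrix gene ECM1 at −1.98 and MUC3A at −1.93. It differed from AnR-SD in 437 genes, 57 up and 380 down, with EGR1 going from 31 ± 12.2 to 6.69 ± 1.68 CPM (−2.3 ± 0.21), F5 at −2.09, the microtubule gene MAP1A at −1.95, the collagen gene COL18A1 at −1.91, the lectin gene CLEC11A at 2.5, the potassium channel gene KCNAB2 at 2.07 and LINC02541 at 2.02. The adhesion receptor gene ADGRF1 had 40 counts in AnR-SS and 2 in AnR-SD, a ratio of 16 (4.14 to 136). Fold changes had correlations of −0.31 and −0.26 with transcript length in these 2 comparisons, and with the trend removed 260 and 267 genes were called. Of the calls against AnR-DS 51 of 93 rises and 136 of 453 falls then stayed, and of those against AnR-SD 33 of 57 rises and 169 of 380 falls. The count against AnR-SD was 915 without AnR-SD replicate 2, 58 without AnR-SD replicate 4, 128 without AnR-SS replicate 2, 237 without AnR-SS replicate 1 and 261 without AnR-SD replicate 1, and that against AnR-DS was 212 without AnR-SS replicate 2 and 263 without AnR-DS replicate 4. Fitted on their 8 libraries alone, the counts were 12 against AnR-SD and 838 against AnR-DS.

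Whether the drug moved genes against the direction of resistance or detachment was read from correlations across genes, 9 pairs of comparisons in all. Resistance and the drug effect in attached AnR cells, which share AnR-Ctrl, had a correlation of −0.18 and a covariance of −0.038, where sharing alone gave −0.0322 in simulated data. With AnR-Ctrl split between the comparisons the correlation had a mean of −0.06 (−0.07 to −0.05) and the covariance was −0.0155. Less the simulated value the covariance was −0.0058, so simulation and split differ on how much sharing alone makes. Of genes called in both, 56 rose and 26 fell in both, 34 rose with resistance and fell with the drug, and 60 did the opposite (11.3, 8.6, 9 and 10.7 expected from the sizes of the lists). Among the last were TAGLN, CEACAM7, RGS5, UPK1B and LRRN4, and CXCL6 and THBD rose in both. LPAR4, MEP1A and MMP1 were among the 34 that rose with resistance and fell with the drug. Over the splits a mean of 51.8 genes moved alike and 60.2 oppositely. Resistance and the drug effect in AnS cells, which share the 3 AnS-Ctrl libraries and were not split, had a correlation of 0.1 and a covariance of 0.0196 against 0.0268 from sharing alone. Without a split that simulated value could not be checked, so what remains beyond sharing is not known. With the drug effect in suspension, which shares no library with it, resistance had a correlation of −0.05.

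Detachment and the drug effect in suspension, which share AnR-DD, had a correlation of 0.16 (−0.01 without AnR-DD replicate 3 and −0.33 with no filter on low counts) and a covariance of 0.0531, where sharing alone gave −0.0323. Of genes called in both, 311 fell in both and 19 rose in both (111 and 28.9 expected), and 25 and 56 moved oppositely (72.4 and 44.3 expected), all beside the length trend of both comparisons given above. The mean over splits of AnR-DD was 0.17, between −0.06 and 0.37. Detachment and the drug effect in attached AnR cells had a correlation of 0.18 and a covariance of 0.0601 against 0.0317 from sharing alone, and a mean of 0.1 over splits. With the drug effect in AnS cells the correlation was −0.03. The effects in AnR-DS and AnR-SD, which share AnR-DD, had a correlation of 0.45 and a covariance of 0.0517, against 0.032 from sharing alone and 0.0158 over splits.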

Values the study reported

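The study reported that the first principal component held 68.6% of the variance among the attached samples and the second 17.6%, and that the first component of the AnR samples held 56.6%. At cutoffs of a 1.5-fold change and an FDR of 0.01, it reported 749 genes affected by SNX631 in attached AnS cells, 500 of them up and 249 down. It reported 688 such genes in attached AnR cells, 393 up and 295 down, and 524 in suspended AnR cells, 185 up and 339 down. It reported that 497 genes were shared by at least 2 conditions.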

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

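Among the tests of explanations here, those of the opposite movement in suspension and of the falls still called with the trend removed were chosen after the results had been seen, as were the fits with the length and GC trend removed.

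A library stood apart from the other 3 of its group by a Dixon test, which marks about 1 in 20 groups by chance, in 11 of 190 checks, where chance alone gives 9.5. The total count of AnR-SNX replicate 4 was 13.1 M, against 7.91 M to 8.59 M in the others of its group. In AnR-SS, LPAR4 was at 0.497 CPM in replicate 3 against 0.983 to 1.01, and replicate 2 had CXCL5 at 131 against 119 to 121, MYC at 190 against 229 to 233 and CDK19 at 14.5 against 18.7 to 19.1 CPM. In AnR-Ctrl, CXCL6 was at 147 in replicate 1 against 176 to 177 and HLA-B at 3.94 in replicate 2 against 4.5 to 4.55 CPM. HLA-B was at 3.48 in AnR-DD replicate 4 against 1.74 to 1.98, HLA-C at 77.4 in AnR-DS replicate 1 against 94.9 to 97.8, TAP1 at 5.42 in AnS-SNX replicate 4 against 8.9 to 9.55, and CDK8 at 31.6 in AnR-SD replicate 4 against 38.4 to 39.6 CPM.

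The drug effect differed between AnR and AnS cells, by a test of the difference, by 1.08 on the log2 scale for ANKRD1, 0.81 for CCN2, −1.08 for MMP10, −1.07 for NWD2, −0.79 for SHH, −0.7 for CTSE, −0.66 for SULT1B1 and −0.63 for SH3KBP1. Between suspended and attached AnR cells it differed by 1.76 for HPAT5, 1.11 for HMGCS2, 0.99 for ASNS, 0.95 for CARD6, 0.87 for GOLGA2P5, 0.83 for PSAT1, −2.3 for MMP24, −1.46 for AMBN, −1.4 for EHD2, −1.28 for PROCR, −1.26 for CCDC190 and −1.15 for EPB41L1. For the cell types, 4 of 100 regroupings, the real one included, called as many genes as the real 24 in fits on the 4 groups alone, and the highest other called 562. For suspension 8 of 100 did, with 15 real calls and 443 in the highest other. Regroupings that call many times the real count reflect a structure of the samples, since they mix treated with untreated libraries, so a low share of them, which had been set in advance to exclude chance, excludes it for neither count.

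In AnR-SS against AnR-DD, falls outnumbered rises by 622 to 248, in libraries whose counts fell more steeply with transcript length. No single library accounted for the whole surplus, since leaving out any of the 8 left at least 104 more falls than rises. That is well under the surplus with all 8, so its size depends on single libraries. With the trend removed, in a fit chosen after the data had been seen, 363 falls and 275 rises were called. That met the drop in falls set for the trend as a cause, so the trend may account for most of the surplus. Mean length slopes differed between the groups themselves (−0.432 in AnR-SS and −0.33 in AnR-DD). An effect of the drug that follows length or GC content would thus be removed too. Falls were called both with and without the trend for 318 genes, but these were chosen because they stay called, and whether the remaining surplus has a further cause cannot be told apart. Of the falls called with the trend removed, 92.3% lay below 0 in attached AnR-SNX as well, so a response to SNX631 common to both culture forms may underlie many of them.

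The drug effect in attached AnR cells ran against resistance with a correlation of −0.18, and the length and GC trend is excluded as its source, as the value was −0.18 with the trend removed. With AnR-Ctrl divided between the comparisons the mean correlation was −0.06, so most of it may come from the shared libraries. The 6 splits lay between −0.07 and −0.05, which reaches the limit of −0.05 set in advance for an opposition beyond sharing but does not pass it clearly, so a small remaining opposition stays open. The drug effect in suspension, which shares no library with resistance, gave −0.046 with the trend removed, between −0.07 and −0.03 without 1 library where the trend was left in, too near 0 to decide. A biological reversal of the adapted state for part of the genes stays open and untested. TAGLN and CEACAM7 were lower with resistance, but SNX631 raised them in AnS cells too (3.11 and 1.86). The difference between the cell types was not called (edgeR adjusted p = 0.0711 and 0.557). In AnR-SNX libraries they were at 87.07 and 20.79 CPM or above, past the highest AnS-Ctrl libraries (30.42 and 11.24 CPM). Their rise was thus not particular to adapted cells.

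Of the drug response of suspended cells, AnR-DS had a slope of 0.37 and AnR-SD of 0.51 on AnR-SS over the genes called in attached cells. Over these genes 24 h of drug in suspension was not enough for the response of AnR-SS. The slope of 0.37, with 0.35 to 0.39 when 1 library was left out, lay below the limit of 0.5. The genes were chosen by 4 days of drug in attached cells, an exposure that AnR-DS lacked. Whether 24 h is enough for other genes is therefore not decided. These slopes share the AnR-DD libraries, but on the attached response, which shares none, AnR-DS had 0.24 against 0.59 for AnR-SS, a ratio of 0.41 (0.39 to 0.43 without 1 library), and AnR-SD had 0.32, a ratio of 0.54 (0.53 to 0.56). Over these genes the response in AnR-SD was thus smaller than in AnR-SS but not absent. Whether it faded below the limit of 0.5 set in advance cannot be decided. The slope of 0.51 lies at that limit and ranged from 0.49 to 0.55 without 1 library of AnR-SD or AnR-DD. Single genes differed, with EGR1 at 0.04 in AnR-SD against −2.27 in AnR-SS and TAGLN at 2.32 against 3.12. Leaving out AnR-SD replicate 4, whose length trend stands apart, raised the slope to 0.55. No group with withdrawal in attached culture exists for comparison.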

How the results depend on the processing

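Fits with the length and GC trend removed, alone or with the replicate block, and without AnR-DD replicate 1 and AnR-SD replicate 4 were chosen after seeing the data. Counts are genes called. RLE factors, edgeR's filterByExpr and the replicate block kept every count of a comparison within 1.5 times. In the other planned or added alternatives the counts below moved further unless said otherwise, and the cause was not tested unless it is stated.

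Tested against a fold of 1.5 itself, a stricter demand by construction, edgeR's glmTreat called 166 genes in AnS-SNX, 170 in AnR-SNX, 66 in AnR-SS against AnR-DD, 299 in AnR-Ctrl against AnS-Ctrl, 1609 with detachment, 0 in AnR-DS (161 at an unadjusted p below 0.05, 81 by DESeq2), 12 in AnR-SD, 17 in AnR-SS against AnR-DS, 4 in AnR-SS against AnR-SD, 0 for the difference between cell types (149 unadjusted, 16 by DESeq2) and 1 for that between suspension and attachment. At an adjusted p below 0.05 and a log2 fold change of at least 1 the counts were 410, 404 and 464 for the 3 main drug comparisons, 2045 with detachment, 25 in AnR-DS, 49 in AnR-SD, 267 in AnR-SS against AnR-DS and 6 for the cell types. With no filter on low counts they were 116 in AnR-DS, 154 in AnR-SD, 978 and 896 in AnR-SS against AnR-DS and AnR-SD, and 495 for suspension. Fitting only the compared groups gave 242 in AnR-SS against AnR-DD, 8 in AnR-DS, 13 in AnR-SD, 838 and 12 in AnR-SS against AnR-DS and AnR-SD, 24 for the cell types and 15 for suspension. Without both libraries of atypical trend the counts were 1441 in AnR-SS against AnR-DD, 208 in AnR-SD, 949 and 200 in AnR-SS against AnR-DS and AnR-SD, and 586 for suspension. With the trend removed they were 260 and 267 in AnR-SS against AnR-DS and AnR-SD and 7 for the cell types, and with the block as well 241, 247 and 7. Library size only gave 5 for the cell types, the block by title numbers 7 for the cell types and 38 for suspension, and DESeq2 95 for suspension. With detachment 3631 genes were called with the trend removed and 4472 with library size only, the fewer of the scalings tried, and both lie within 1.5 times of the main count. With the trend removed 752 of 1809 rises and 1784 of 2774 falls stayed called, so the list of rises depends strongly on the trend.

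The share of rises among the calls moved by over 10 points from 72.5% to 86.5% in AnR-DS, from 39.5% to 26.7% with detachment and from 18.2% to 40% for the cell types with library size only. With the trend removed it went from 28.5% to 43.1% in AnR-SS against AnR-DD, from 17% to 34.6% against AnR-DS, from 13% to 30% against AnR-SD and to 28.6% for the cell types.

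Leaving out 1 library gave 581 to 647 genes in AnS-SNX, 622 to 676 in AnR-SNX, 492 to 1396 in AnR-SS against AnR-DD, 693 to 751 in AnR-Ctrl against AnS-Ctrl, 3823 to 5071 with detachment, 39 to 93 in AnR-DS, 62 to 99 in AnR-SD, 212 to 558 and 58 to 915 in AnR-SS against AnR-DS and AnR-SD, 4 to 10 for the cell types and 37 to 263 for suspension. Beyond 1.5 times, AnR-SS against AnR-DD had 1396 without AnR-DD replicate 1, 492 without AnR-DD replicate 3 and 574 without AnR-SS replicate 2. AnR-DS had 43 without AnR-DD replicate 2 and 39 without AnR-DS replicate 4. AnR-SS against AnR-DS had 263 without AnR-DS replicate 4 and 212 without AnR-SS replicate 2. AnR-SS against AnR-SD had 261, 915 and 58 without AnR-SD replicates 1, 2 and 4 and 237 and 128 without AnR-SS replicates 1 and 2. The cell types had 4 without AnS-SNX replicate 1 or AnR-Ctrl replicate 2, 5 without AnS-Ctrl replicate 1 or 2, 6 without AnS-Ctrl replicate 3, AnS-SNX replicate 2 or AnR-Ctrl replicate 3, and 7 without AnS-SNX replicate 4, AnR-Ctrl replicate 1 or AnR-SNX replicate 1 or 2. Suspension had 263 without AnR-DD replicate 1, 39 without AnR-DD replicate 3 and 37 without AnR-SNX replicate 1.

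Correlations across genes moved with no filter, where all 39784 genes with a count enter, to 0.11 for the drug in AnS and AnR, 0.08 for AnR-SNX and AnR-SS, −0.47 for resistance and AnR-SNX, 0.37 for resistance and AnS-SNX, 0 for resistance and AnR-SS, −0.33 for detachment and AnR-SS, 0.45 for detachment and AnR-SNX, and 0 for detachment and AnS-SNX. Over called genes alone, genes chosen for large changes, they were 0.87 for the drug in AnS and AnR, 0.76 for AnR-SNX and AnR-SS and 0 for detachment and AnS-SNX, which was −0.01 with either block and with the trend removed. With the shared group divided they were −0.06 for resistance and AnR-SNX, 0.1 for detachment and AnR-SNX and 0.1 for AnR-DS and AnR-SD. Without 1 library they were, in the order of the 9 pairs, 0.61 to 0.64, 0.47 to 0.51, −0.25 to −0.16, 0.09 to 0.14, −0.07 to −0.03, −0.01 to 0.18, 0.16 to 0.23, −0.04 to −0.02 and 0.35 to 0.58, and the −0.01 of detachment and AnR-SS was without AnR-DD replicate 3. The first component of attached libraries held 32.3% with all genes and 38.3% with 2000, against 51.8% and 60.7% for AnR libraries, whose second held 8.7% with all genes. Without 1 library these components held 47.9% to 53.1% and 22.6% to 27.7% of attached and 75.4% to 78.8% and 6% to 7.1% of AnR libraries.

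With the trend removed CFLAR reversed with detachment to 0.04 (edgeR adjusted p = 0.821), and oxidative phosphorylation reversed in AnR-SS against AnR-DD to −1 as a sign (camera adjusted p = 0.996). Ribosomal proteins reversed in AnR-SD to 1 as a sign without AnR-DD replicate 1 (camera adjusted p = 0.429) or AnR-SD replicate 4 (0.308). Of the named genes, 43 lost and 19 gained their call with the trend removed, 18 and 9 with library size only, 2 and 5 by DESeq2, 48 and 2 with only the groups of the comparison fitted, 26 and 3 with the block by title numbers, and 9 and 10 with no filter. With the block by the numbers of the descriptions 14 were lost. Summed over all fits without 1 library, 293 such calls were lost and 46 gained. Of the lists, 52 calls were lost with an estimated correlation, 12 by fry, 10 with the trend removed, 8 with no filter, 3 each with library size only and either block, and 39 summed over the fits without 1 library.

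The replicate numbers did not pair libraries, as 0 of 28 pairs of groups had every correlation of residuals over 0.1, and in 51 of 210 matches of a library to another group the most alike had its own number. Of the 35 splits of the libraries of each comparison of groups, fitted alone, 1, the real one, called as many genes, and the highest other called 0 throughout. In each comparison taken alone, that share met the limit set in advance against chance for a difference between the groups as such. It does not test the counts, since the other splits mix both groups, which adds any real difference to the spread. Whether the replicates are separate cultures is also not known. The real counts were 965 in AnS-SNX, 748 in AnR-SNX, 242 in AnR-SS against AnR-DD, 1069 in AnR-Ctrl against AnS-Ctrl, 4219 with detachment, 8 in AnR-DS, 13 in AnR-SD, and 838 and 12 in AnR-SS against AnR-DS and AnR-SD. Depth limits genes near the filter of 5 counts and folds near 1.5.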

Other observations

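Of 1672 long noncoding RNAs tested in AnR-DD against AnR-Ctrl, 70 rose (4.19%) and 269 fell (16.1%), with a median log2 fold change of −0.19, while 1681 of 13041 protein-coding genes rose (12.9%) and 2369 fell (18.2%). With the length and GC trend removed 39 long noncoding RNAs rose and 398 fell (23.8%), with a median of −0.46. Of 399 pseudogenes 40 rose and 72 fell, and 6 and 98 with the trend removed, where the median went from 0.09 to −0.35. Reads of pseudogenes can come from their parent genes, and the difference between the classes was not tested.

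AnR-SS against AnR-DD gave 870 called genes, 622 of them falls, at the thresholds of the study. Both counts are higher than those quoted from the study above. The total was 912 by DESeq2, 638 with the trend removed and 1396 without AnR-DD replicate 1. It was 492 without AnR-DD replicate 3 and 242 when the 8 libraries were fitted alone, so its direction against the quoted total depends on the fit.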
